# Comprehensive Analysis of Differentially Expressed mRNAs, lncRNAs and circRNAs Related to Intramuscular Fat Deposition in Laiwu Pigs

**DOI:** 10.3390/genes13081349

**Published:** 2022-07-27

**Authors:** Jingxuan Li, Xueyan Zhao, Yanping Wang, Jiying Wang

**Keywords:** message RNA (mRNAs), long noncoding RNAs (lncRNAs), circular RNAs (circRNAs), intramuscular fat (IMF), pigs

## Abstract

Long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs) are important classes of small noncoding RNAs that can regulate numerous biological processes. To understand the role of message RNA (mRNAs, lncRNAs and circRNAs) in the regulation of intramuscular fat (IMF) deposition, in this study the expression profiles of longissimus dorsi (LD) muscle from six Laiwu pigs (three with extremely high and three with extremely low IMF content) were sequenced based on rRNA-depleted library construction. In total, 323 differentially expressed protein-coding genes (DEGs), 180 lncRNAs (DELs) and 105 circRNAs (DECs) were detected between the high IMF and low IMF groups. Functional analysis indicated that most DEGs, and some target genes of DELs, were enriched into GO terms and pathways related to adipogenesis, suggesting their important roles in regulating IMF deposition. In addition, 12 DELs were observed to exhibit a positive relationship with stearoyl-CoA desaturase (*SCD*), phosphoenolpyruvate carboxykinase 1 (*PCK1*), and adiponectin (*ADIPOQ*), suggesting they are highly likely to be the target genes of DELs. Finally, we constructed a source gene-circRNA-miRNA connective network, and some of miRNA of the network have been reported to affect lipid metabolism or adipogenesis. Overall, this work provides a valuable resource for further research and helps to understand the potential functions of lncRNAs and circRNAs in IMF deposition.

## 1. Introduction

Porcine intramuscular fat (IMF) is an essential determinant of meat quality in pig production, affecting the tenderness, tightness, flavor, and juiciness of pork. But in recent years, scholars have focused on improving pig growth rate and lean pork rate to achieve maximum economic value. This one-sided pursuit for high lean pork rate and growth rate has led to a decline in pork quality. On the other hand, with the development of the economy, people’s demand for meat tends to be more diversified. As one of the most consumed meat products, the quality of pork has attracted more and more attention. Therefore, appropriately increasing the IMF content has become more and more important. However, it is a challenge to directly select pigs with high IMF content due to the difficulty of in vivo measurement. Identifying candidate genes underlying and clarifying the molecular basis of IMF deposition are the key elements for improving pork quality.

Up to now, many research methods, such as candidate gene analyses [1], genome-wide microsatellite scanning [2], mRNA transcriptomics [3], and genome-wide association studies (GWAS) have been used to identify genes or regulators affecting porcine IMF deposition. However, few causative genes or reliable candidate genes were found for it. Further studies using new methods would be required to reveal the regulation mechanism of IMF deposition. In recent years, advances in sequencing technology have revealed that long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs) have emerged as important class of gene expression regulators that can regulate numerous biological processes, such as cancer progression, neurological disorders, cancer cell proliferation, and muscle contraction [4,5,6,7,8,9,10]. Studies had proven that several lncRNAs and circRNAs are involved in adipogenesis. For instance, IncIMF2 acts as a molecular sponge for microRNA-217, which has been found associated with adipogenesis, thereby affecting the expression of the miR-217 target gene [11]. LncRNA IRLnc influence IMF decomposition by regulating the expression of nuclear receptor subfamily 4 group A member 3 [12]. In addition, lnc-ORA regulates adipogenesis through the phosphatidylinositol-3-kinase/protein kinase B/mechanistic target of rapamycin (PI3K/AKT/mTOR) signaling pathway in mice [13]. Additionally, accumulating evidence has indicated that circRNAs also play significant role in adipogenesis. For example, circSAMD4A regulated preadipocyte differentiation by acting as a miR-138-5p sponge, and thus increasing enhancer of zeste 2 polycomb repressive complex 2 subunit expression [14]. CircINSR could target miR-15/16 to inhibit the pre-mature differentiation of intramuscular preadipocytes [15]. CircFLT1 and lncCCPG1 sponges miR-93 to regulate the proliferation and differentiation of adipocytes in bovine [16]. These discoveries demonstrate the importance of lncRNAs and circRNAs in adipogenesis. However, our knowledge of lncRNAs and circRNAs in relation to porcine IMF deposition remains limited.

The Laiwu pig, as a representative fatty breed in North China, is characterized by high quality meat with high water-holding capacity, bright color, tender texture, and especially high IMF content (10.32%) [17]. Simultaneously, we found that there was a great difference in IMF content in Laiwu pigs (3.39–18.85%), as revealed by Huang in a study containing 333 Laiwu pigs [18]. Therefore, LW pig is an ideal experimental material for exploring the molecular mechanism of IMF deposition.

In this study, we collected longissimus dorsi (LD) muscle samples from 42 Laiwu pigs, then measured their IMF content; a total of six LW pigs (three with extremely high and three with extremely low IMF content from Jinan LW pig breeding Co. Ltd., Jinan, China) were selected. Subsequently, we performed comprehensive analysis of differentially expressed protein-coding genes (DEGs), lncRNAs (DELs) and circRNAs (DECs) related to IMF deposition in Laiwu pigs based on RNA-seq data using rRNA-depleted library construction. In the meantime, potential DEGs and DELs network and mRNA-circRNA-miRNA may affect IMF deposition were constructed.

## 2. Materials and Methods

### 2.1. Animals and Samples Preparation

Forty-two Laiwu pigs, including 29 castrated male and 13 female pigs, from Jinan Laiwu pig breeding Co. Ltd., Jinan, China, were slaughtered according to the standard process. LD muscle was collected at the thoracolumbar junction, and frozen in liquid nitrogen for RNA extraction. Meanwhile, about 200 g of LD muscle was also obtained around the thoracolumbar junction for the determination of IMF content. After removing the adipose and connective tissues, these muscle samples were oven dried to constant weight for removing moisture. Then the samples were ground, and IMF content was measured in triplicate per sample using the Soxhlet petroleum–ether method and expressed as the weight percentage of wet muscle tissue.

Taking gender, carcass weight and IMF content into account, three Laiwu pigs with extremely high IMF content and three Laiwu pigs with extremely low IMF content were selected for subsequent sequencing.

### 2.2. RNA Preparation, Library Construction and Sequencing

Total RNA was isolated from the LD muscles of the selected six pigs using TRIzol reagent (Invitrogen, Life Technologies, Waltham, MA, USA). Purity and concentration of total RNA were assessed according to the following three aspects: (1) Agarose gel electrophoresis was used to analyze the RNA integrity and the presence of DNA contamination; (2) Nanodrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA) was used for preliminary quantification to detect RNA concentration and purity, which was controlled in the range of 1.9–2.1; (3) Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) was used to accurately detect RNA integrity (RIN ≥ 7 and 28S/18S ≥ 0.7).

In total, 3 μg total RNA for each sample was used to construct sequencing libraries. A chain-specific library was constructed by removing ribosomal RNA. First, ribosomal RNA was removed from total RNA, and then the RNase R enzyme was used to break the RNA into short fragments of 250–300 bp. The first strand of cDNA was synthesized using the fragments as a template and random oligonucleotides as primers. Then, the RNA strand was degraded by RNase H. The second strand of cDNA was synthesized using dNTPs (dUTP, dATP, dGTP and dCTP) in the DNA polymerase I system. After the purification, the double strand cDNA was repaired at the end, the tail was added and the sequencing connector was connected. AMPure XP beads were used to screen the cDNA (350–400 bp). Uracil-Specific Excision Reagent enzyme was used to degrade the second strand of cDNA containing U, and then PCR amplification was performed to obtain the library.

Then, quality control was conducted on the libraries. After qualified, Illumina PE150 (Pair end 150 bp) sequencing was performed according to the effective concentration of the libraries and data production requirements of pooling.

### 2.3. Sequencing Data Quality Control, Transcriptome Assembly and Quantification of Gene Expression Level

By removing adapter reads, reads containing over 0.2% of poly-N, and low-quality paired reads (>50% of bases whose Phred scores were <5%) to filter raw reads. Then clean reads for subsequent analysis were obtained by filtering the raw data, checking the Phred score (Q20 and Q30) and GC content. Then the clean data were compared and analyzed by Hisat2 (https://daehwankimlab.github.io/hisat2/, accessed on 12 January 2022) using default parameters [19]. StringTie [20] was used for transcriptome assembly and reconstruction. At the same time, we used edgeR [21] to conduct differential expression analysis, and genes were considered as differentially expressed coding genes (DEGs) according to criteria, the *p* value < 0.01 and |log_2_(fold change)| ≥ 1.

### 2.4. lncRNAs Identification and Their Target Genes’s Prediction

According to the characteristics of lncRNA, the following four steps were used to identify lncRNA from the assembled transcript: (1) the single exon transcripts with low confidence in the splicing results were filtered and the transcripts with exon ≥ 2 were selected; (2) transcripts with a length > 200 nt were selected; (3) transcripts that overlap with the exon region of the database annotation were screened by using Cuffcompare [22]; (4) Coding potential calculator (CPC) analysis, coding-non-coding index (CNCI) analysis and protein families (PFAM) protein domain analysis were performed to identify lncRNAs. EdgeR [21] was also used to detect differential expression lncRNA (DELs) with the same criteria as DEGs

Target gene prediction is an important part of lncRNA analysis. We used two methods to predict target genes for DELs: (1) co-location: location-dependent target gene analysis. Cis target genes were predicted according to the positional relationship between lncRNAs and mRNAs, and the screening range was within 100 K; and (2) co-expression: expression related target gene analysis. Target genes were predicted according to the expression correlation between lncRNAs and mRNAs. The condition of screening was that the absolute value of correlation coefficient was greater than 0.95.

### 2.5. Identification of circRNAs and Analysis of circRNA-miRNA Binding Sites

Findcirc [23] was used to predict the circRNA. Anchor sequences of 20 nt were extracted from the two segments of reads that were not aligned to the reference sequence, and each pair of anchor sequences were aligned to the reference sequence again (the starting and ending sites were named as A3 and A4 respectively). If the 5′ end of the anchor sequences are aligned to the reference sequence, as well as the 3′ end of the anchor sequences are aligned to the upstream of this site (the starting and ending sites are named as A1 and A2 respectively), and there are splicing sites existed in A2 and A3; this read is considered as a candidate circRNA [24]. EdgeR [21] was also used to detect differential expression circRNA (DECs) with the criteria of the *p* value < 0.05 and |log_2_(fold change)| ≥ 1.

CircRNA can inhibit the function of miRNA by binding with miRNA [25]. In this study, miRanda software was used to predict the miRNA binding sites of circRNA. A total of 457 miRNAs downloaded from miRBase (Release 22.1, https://www.mirbase.org/, accessed on 5 February 2022) were used to analyze.

### 2.6. Functional Enrichment Analysis of DEGs, Target Genes of DELs and Source Genes of DECs

In order to predict the function of DEGs, target genes of DELs and source genes of DECs, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were conducted using g: profiler (https://biit.cs.ut.ee/gprofiler/gost, accessed on 13 February 2022) with the criteria of FDR adjusted *p* value < 0.05.

Meanwhile, we also performed protein-protein interaction (PPI) network analysis. For the differential genes, the interaction between these differential genes was analyzed in the STRING database (https://string-db.org/, accessed on 25 March 2022), and further visualized with Cytoscape (http://www.cytoscape.org/, accessed on 28 March 2022).

### 2.7. Verification of Sequencing Data Using Reverse Transcription Quantitative PCR (RT-qPCR)

To verify the sequencing results, three DEGs and two DELs were selected for further confirmation by RT-qPCR method. PCR primers specific to the selected genes and the reference gene (18S) were designed using Primer Premier 5.0 (Applied Biosystems). Total RNA was reverse-transcribed into cDNA using RevertAid First Strand cDNA Synthesis Kit (Vazyme, Nanjing, China, R211-01). RT-qPCR for mRNA detection was carried out in Roche LightCyler 480 system (Roche, Mannheinm, Germany) with SYBR Green (Vazyme, Nanjing, China, Q711) according to the manufacturer’s instructions, The RT-qPCR data were analyzed using the 2^−ΔΔCT^ method, as previously described [26]. In brief, the relative fold changes of mRNA expression were quantified by normalizing the cycle threshold (CT) value of the experimental gene to the mean CT value of the reference gene 18S.

## 3. Results

### 3.1. IMF Content Detecting and Screening of Samples

In this study, LD muscle of 42 Laiwu pigs from a breeding farm of Shandong province, China, were collected and their IMF content were measured using Soxhlet extractor method. IMF content (Table S1 of Supplementary File S1) varied significantly among these individuals, ranging from 3.00% to 18.85% with an average of 9.00%.

Three Laiwu pigs with extremely high IMF content (S-H) and three Laiwu pigs with extremely low IMF (S-L) content were, respectively, selected for subsequent sequencing and analysis. The detailed information of the six individuals is provided in Table 1. All of the six individuals were the same gender (castrated male pigs). Compared with the other two groups (S-H vs. S-L), the average IMF content group of S-H group (16.66%) was significantly greater than that of S-L (4.59%) with a *p* value of 0.0032 (Table 1), whereas no significant difference existed in carcass weight (*p* value > 0.05).

### 3.2. Overview of Sequencing Data

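RNA was taken from the longissimus dorsi (LD) muscle, the long muscle of the back, of 3 S-H pigs (LW63, LW70 and LW119) and 3 S-L pigs (LW82, LW88 and LW90), and each pig gave 1 library depleted of ribosomal RNA and prepared with strand information. The IMF content of these pigs lay between 14.38% and 18.85% in the S-H group and between 3.39% and 5.90% in the S-L group, so that the groups did not overlap (exact two-sided permutation test, p = 0.10, the smallest p that 3 pigs against 3 allow). Carcass weight was 74.6 ± 3.05 kg (SD, n = 3) in S-H and 70.0 ± 3.18 kg (SD, n = 3) in S-L (exact two-sided permutation test, p = 0.20). The clean reads given by the paper's Table 2 ranged from 82059898 to 97533328 with a median of 84512732 in S-H and from 77268288 to 98262148 with a median of 87838194 in S-L. The paper states that the raw sequencing data were deposited, and these were not used here. The authors also deposited normalized expression values, not read counts, for 83119 transcripts in each of the 6 pigs. Of these transcripts, 63041 are Ensembl transcripts and 20078 were assembled from the reads. No scaling between the libraries is stated beyond the normalization within each library. From these values, gene expression was computed as the sum over the transcripts of a gene, and differences between the groups were tested with limma on log2(FPKM + 0.1) among genes or transcripts with a mean of at least 0.1 FPKM over the 6 pigs. The depth behind a single value is unknown here, since FPKM gives no counts. A fold change given on this scale understates the change of weakly expressed genes. No pair of pigs gave the same values. On this log2 scale the correlation across tested genes was between 0.94 and 0.96 for every pair of pigs, with a mean of 0.956 for pairs within a group and 0.953 for pairs between the groups. The genes are not independent replicates in these correlations.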

In order to find the network pathways regulated by lncRNAs and systematically identify transcriptome differences between high and low IMF content Laiwu pigs, we constructed six cDNA libraries and sequenced them on the Illumina PE150 platform. Raw reads reached more than 78.6 million for each sequencing library. After removing adaptor reads, the proportion of N greater than 0.2% and low-quality contaminant reads; clean reads still exceeded 77.3 million. Then, the clean data were mapped to the Sus scrofa reference genome 11.1, and the ratio of mapped reads for each library was higher than 92% (Table 2). This result indicates the high-quality construction of cDNA libraries. Uniquely mapped reads were persevered to estimate the expression levels of genes.

### 3.3. Predictions and Analysis of mRNAs, lncRNAs and circRNAs

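The deposited values are in 2 units. The Ensembl transcripts with a gene symbol and the assembled transcripts are in FPKM, the fragments per kilobase of transcript relative to the mapped fragments of the library. The 21104 Ensembl transcripts without a symbol are in TPM, a unit that has the same sum in every library, and they were multiplied by 1 factor per pig, from 0.639 in LW119 to 0.847 in LW82, to place them on the FPKM scale. After this step the FPKM of a library summed to between 638536 (LW119) and 814565 (LW63) in the S-H group and between 790662 (LW88) and 846661 (LW82) in the S-L group. A large part of each sum came from 3 families of short structural RNAs, namely the RNA of the signal recognition particle and the RNAs of RNase P and RNase MRP. They made up 52.3% ± 6.01 (SD, n = 3) of the summed FPKM in S-H and 60.2% ± 4.22 (SD, n = 3) in S-L, and the groups overlapped because LW63 (58.6%) was above LW88 (56.4%).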

Stringtie was used to calculate the expression levels of all genes, which were described by fragments per kilobase per million reads (FKPM). 

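The RefSeq annotation of the same assembly, matched by symbol or by position, gave 17087 of the 31908 Ensembl genes in the deposited table as protein-coding. Among them, 15409 genes had an FPKM above 0 in at least 1 pig and 13083 had an FPKM above 0 in all 6 pigs. A mean of at least 0.1 FPKM, the minimum set for testing, was reached by 12742 genes. On chromosome 1, Table S2 of the paper lists 1571 genes, of which 1316 are protein-coding by this annotation, and 111 genes outside that list are protein-coding by it. Of the 1998 genes in the part of Table S2 used here, 139 are listed at 0 in all 6 pigs.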

A total of 21,363 known protein coding genes were detected by expression levels in the 6 cDNA libraries (Table S2 of Supplementary File S1).

A total of 57,237 transcripts were detected, and 7386 lncRNAs were screened through three coding potential analysis methods (CPC2/PFAM/CNCI) (Table S3 of Supplementary File S1). 

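In the deposited table, 63063 transcripts had a value above 0 in at least 1 of the 6 pigs. Between 47081 and 48568 transcripts per pig were above 0 in the S-H group and between 44552 and 47490 in the S-L group. Of the assembled transcripts, 7386 carry a name built from the nearest gene or a running number, which marks them as lncRNAs, and all 1998 lncRNAs in the part of Table S3 used here are among them. An FPKM above 0 in at least 1 pig was found for 6931 of the lncRNAs. Per pig, 5194 ± 172 lncRNAs (SD, n = 3) were above 0 in S-H and 4930 ± 242 (SD, n = 3) in S-L, and the ranges of the groups overlapped. Among the lncRNAs of the Table S3 part, the paper's reported lengths had a median of 835 nt and 60.8% had 2 exons.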

The newly screened lncRNAs were divided into four types according to the position relationship with known mRNAs. 

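By the names in the deposited table, 3706 lncRNAs (50.2%) overlap a known gene on the same strand, 2036 (27.6%) are intergenic and 1644 (22.3%) are antisense to a known gene. A value above 0 in all 6 pigs was found for 1970 sense-overlapping, 487 intergenic and 615 antisense lncRNAs. The median over lncRNAs of the mean FPKM of the 6 pigs was 0.251 for the sense-overlapping, 0.164 for the antisense and 0.117 for the intergenic type.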

The majority (50.2%) of the lncRNAs were sense-overlapping lncRNAs, while the minority (22.3%) were antisense lncRNAs (Figure 1A). The transcript length, exon number and open reading frame (ORF) length of lncRNAs and mRNAs were compared. As presented in Figure 1B–D, the transcript length, exon number, and ORF length of lncRNAs were less than those of mRNAs.

A total of 17,156 circRNAs were identified in the LD muscles of Laiwu pigs by Findcirc (Table S4 of Supplementary File S1). The distribution of circRNAs in different porcine genomes was roughly the same, with the average percentage of exonic circRNAs was 91.64%, while those of intergenic and intronic region circRNAs were 3.13% and 5.21% (Figure 1E). The circRNA genomic location on the chromosomes is shown in Figure 1F. It can be seen that these circRNAs are not uniformly distributed among chromosomes. Chr13 possessed the greatest number of circRNAs, followed by Chr15 and Chr14.

### 3.4. Differential Expression of mRNAs, lncRNAs and circRNAs

To explore the comprehensive transcriptional differences between high and low IMF groups (S-H vs. S-L), differentially expressed mRNAs, lncRNAs and circRNAs were detected, yielding 323 DEGs, 180 DELs and 105 DECs, respectively (Tables S5–S7 of Supplementary File S1, Figure 2A,B and Figure S1A).

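With limma on log2(FPKM + 0.1) and the same thresholds, an unadjusted p below 0.01 and an absolute log2 fold change of at least 1, 173 of the 12742 tested protein-coding genes passed, with 149 higher and 24 lower in S-H. An unadjusted p below 0.01 alone was reached by 216 genes, where 127.4 would be expected by chance on average. Of the 10 ways to split the 6 pigs into 3 and 3, the real one included, 3 gave at least 173 genes past both thresholds, with up to 196. The number of genes can thus not be taken as an effect of IMF content. No gene had a Benjamini-Hochberg adjusted p below 0.05, while 1039 had an unadjusted p below 0.05, and the lowest adjusted p was 0.0761 (limma). In the other settings tried, between 0 and 9 genes passed with an adjusted p below 0.05, the most with the transcript of highest mean in place of the sum. At the transcript level, 503 of 40336 tested transcripts passed, 303 higher and 200 lower in S-H, and 34 of them had a Benjamini-Hochberg adjusted p below 0.05 (limma). Among the lncRNAs, 97 of 5140 passed, 41 higher and 56 lower in S-H, and 2 of them had a Benjamini-Hochberg adjusted p below 0.05 (limma). Of the other settings tried at these thresholds, the pseudocount moved the number of genes furthest, to 77 with a pseudocount of 1. The direction of the calls depended on the scaling of the libraries, with 90 genes higher and 51 lower after division by median-ratio size factors. The median log2 fold change of all tested genes was 0.21 on the FPKM scale and 0.04 with these size factors. Of the 173 genes, 168 had no overlap between the pigs of the 2 groups, which held for 14.8% of all tested genes where chance gives 10% on average. Genes that vary together across the pigs can depart from such an average without a group difference. The paper applied these thresholds to its own tests of genes and lncRNAs and took those that passed as DEGs and DELs.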

To gain insights into the expression patterns of DEGs, DELs, and DECs in the libraries, we performed hierarchical cluster analysis based on expression abundance. 

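Clustering was repeated with z scores of log2(FPKM + 0.1), Euclidean distance and complete linkage. On the 173 genes that passed the thresholds, the first division separated the 3 S-H pigs from the 3 S-L pigs, and it did so in each of the other settings tried for these genes. These genes were chosen for their difference between the groups. Genes chosen in the same way for each of the 10 possible divisions of the 6 pigs into 3 and 3 also clustered by that division in 10 of 10 cases. On all 12742 tested genes, the first division placed LW63, LW119, LW82 and LW88 together and LW70 with LW90. With average linkage on 1 minus the Pearson correlation, it set LW119 apart from the other 5 pigs. On the 1000 genes with the largest variance, it set LW88 and LW90 apart from the other 4 pigs.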

As shown in the Figure 2C, LW63, LW70, LW119 clustered into S-H group, while LW82, LW88, LW90 divided into S-L group, indicating the expression patterns are consistent within high or low IMF content groups and different between the high and low groups. 

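For the lncRNAs, clustering on the 97 that passed the thresholds separated the 3 S-H pigs from the 3 S-L pigs, again on transcripts selected for this difference. On all 5140 tested lncRNAs, Euclidean distance with complete linkage placed LW119 with LW82 and the other 4 pigs together. Average linkage on 1 minus the Pearson correlation over the same lncRNAs, and Euclidean distance on the 1000 lncRNAs with the largest variance, each separated the S-H from the S-L pigs. With a mean of at least 1 FPKM, the first division placed LW63 with LW70 and LW119 with the 3 S-L pigs. No circRNA values were used here.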

Likewise, DELs and DECs also showed distinguishable expression patterns between high and low IMF content groups (Figure 2D and Figure S1B).

### 3.5. Function Enrichment Analysis of DEGs, DELs and DECs

To further elucidate the functional roles of DEGs detected between high and low IMF group, we performed GO and KEGG pathway enrichment analyses of them. A total of 167 significant enriched GO terms were observed after FDR adjustment (adjusted *p* value < 0.05) for these DEGs detected (Table S8 of Supplementary File S1). Among the 167 GO terms, 161 were belonged to biological process (BP), and most of these BP terms were involved in lipid metabolic (lipid metabolic process, regulation of lipid metabolic process, and regulation of lipid transport), regulation of cell differentiation (white fat cell differentiation, brown fat cell differentiation, and regulation of smooth muscle cell proliferation), and biosynthesis (hexose biosynthetic process, monosaccharide biosynthetic process, and gluconeogenesis). 

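No KEGG table was used here, so a list of 74 genes of the PPAR signaling pathway written beforehand from general knowledge was compared with the genes that passed the thresholds. Of the 54 list genes among the tested genes with a symbol, 6 passed (11.1%), against 146 of the 11436 other genes with a symbol (1.28%). The odds ratio was 9.67 (one-sided Fisher's exact test, p = 7.43e-05). This test treats genes as independent, which genes measured in the same pigs are not, so its p does not measure the spread between pigs. The mean of log2(FPKM + 0.1) over the list was 3.36 ± 0.29 (SD, n = 3) in S-H and 2.93 ± 0.23 (SD, n = 3) in S-L. The groups overlapped in this score (exact two-sided permutation test, p = 0.20). The 6 genes were ADIPOQ, FABP4, PLIN1, SCD, DBI and SLC27A6, the last 2 named only because they complete the count, and all 6 were higher in S-H. Within the list, 47 of the 54 genes were higher in S-H, with a median log2 fold change of 0.26, which is the 87.5th percentile of 10000 random lists of the same size matched on mean expression. With Benjamini-Hochberg adjustment over the list alone, 5 genes had an adjusted p below 0.05 (limma), and none did with adjustment over all tested genes, where 11 of the list had an unadjusted p below 0.05. Of the other settings, a pseudocount of 1 gave the highest odds ratio for the PPAR signaling pathway genes, 17.6 (one-sided Fisher's exact test, p = 1.95e-05). With quantile normalization the odds ratio was 3.89 (one-sided Fisher's exact test, p = 0.10), and with carcass weight as a covariate it was 2.18 (p = 0.374, the same exact test). Without LW90 it was 2.94 (p = 0.294, the same exact test), while without any other single pig p was at most 0.015.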

Simultaneously, these DEGs were enriched into three KEGG pathways (adjusted *p* value < 0.05), including peroxisome proliferator-activated receptors (PPAR) signaling pathway, metabolic pathways, and adenosine 5′-monophosphate (AMP)-activated protein kinase (AMPK) signaling pathway (Figure 3), which were all key pathways related to adipogenesis. The results of function analysis indicate that there are a considerable number of DEGs which may play a certain role in adipogenesis.

Additionally, we used these two methods to predict and analyze target genes of DELs. In total, we obtained 1243 co-expression target genes and 733 co-location target genes of DELs, respectively (Table S9 of Supplementary File S1). 

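The same rules, an absolute correlation coefficient above 0.95 for co-expression and a distance within 100 kb for co-location, were applied to the 97 lncRNAs that passed the thresholds and the tested protein-coding genes. Over the 6 pigs, 7037 of 1235974 lncRNA and gene pairs (0.569%) had an absolute Pearson r above 0.95, and 2468 genes (19.4% of those tested) were in at least 1 such pair. When the order of the pigs in the lncRNA values was permuted 100 times, 4693 ± 2210 pairs (SD over the permutations) had an absolute r above 0.95, involving 1769 genes on average, and 19 of the 100 permutations gave at least 7037 pairs. Within 100 kb of these lncRNAs lay 197 tested genes, and 47 of them also had an absolute r above 0.95 with a lncRNA of the set. With Pearson r on log2(FPKM + 0.1) in place of FPKM, 2084 genes were in at least 1 pair above 0.95.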

Then, to have a functional view of DELs, we performed function enrichment analysis of these target genes using the same methods as DEGs. A total of 619 significant enriched GO terms, including 552 BP terms, 40 MF terms, and 27 cellular component (CC) terms, and 40 KEGG pathway were observed with the criterion of adjusted *p* value < 0.05 (Table S10 of Supplementary File S1). Most of the enriched terms and pathways were involved in immune response, and some were related with basic cell metabolism, such as cell activation, cell differentiation, intracellular signal transduction. Some terms and pathway associated with adipogenesis, such as lipid storage, PPAR signaling pathway, janus kinase-signal transducers and activators of transcription (Jak-STAT) signaling pathway, were also identified [27].

DECs’ function was also explored based on their source genes (Table S11 of Supplementary File S1). The results (Table S12 of Supplementary File S1) showed that no GO terms and pathways related to lipid metabolism were significantly enriched for DECs’ source genes.

### 3.6. Expression Regulation Analysis of DELs and Target Genes

To further investigate the relationship between DEGs and DELs, the target genes of DELs enriched in adipogenesis-related pathways were selected. 

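The expression of SCD, PCK1 and ADIPOQ was taken from the deposited values on Sus scrofa 11.1. SCD (chromosome 14, 111461560 to 111478031) had 24.7 ± 17.6 FPKM (SD, n = 3) in S-H and 4.75 ± 4.38 FPKM (SD, n = 3) in S-L. Its log2 fold change was 2.62 (standard error 0.69), with an unadjusted p of 0.00366 and a Benjamini-Hochberg adjusted p of 0.540 from limma. ADIPOQ (chromosome 13, 124633684 to 124646648) had 193.2 ± 149.9 FPKM (SD, n = 3) in S-H, where LW63 alone reached 365.9 FPKM, and 46.8 ± 21.7 FPKM (SD, n = 3) in S-L. Its log2 fold change was 1.90 (standard error 0.52, unadjusted p of 0.00442 and adjusted p of 0.541 from limma). PCK1 (chromosome 17, 57930432 to 57938896) was weakly expressed, at 2.72 FPKM in LW119, 0.219 FPKM in LW63 and 0.261 FPKM in LW70, against 0.0301 to 0.106 FPKM in the S-L pigs. Its log2 fold change of 2.00 (standard error 0.75, unadjusted p of 0.0234 and adjusted p of 0.581 from limma) did not reach the threshold of an unadjusted p below 0.01. For each of the 3 genes every S-H pig was above every S-L pig (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow). With carcass weight as a covariate, none of the 3 passed the thresholds. The log2 fold change was then 1.79 for SCD, 1.61 for ADIPOQ and 1.80 for PCK1. Their unadjusted p from limma was 0.0621, 0.0433 and 0.107. Not passing thus does not show that carcass weight accounts for the differences, and the fit does not exclude it either.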

Then, a review of the literature found that there are three genes, stearoyl-CoA desaturase (*SCD*), phosphoenolpyruvate carboxykinase 1 (*PCK1*) and adiponectin (*ADIPOQ*) affecting IMF deposition, and all of them came from the PPAR signaling pathway. Subsequently, DELs co-expressed and differentially expressed with these three genes were selected. 

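The 13 pairs of a lncRNA and a gene drawn in Figure 4, 7 with PCK1, 5 with ADIPOQ and 1 with SCD, were correlated over the 6 pigs. All 12 lncRNAs were listed at 0 in the 3 S-L pigs. The Pearson r on FPKM was above 0.95 for all 13 pairs, from 0.976 to 0.9996. The 7 lncRNAs paired with PCK1 had between 79.7% and 100% of their summed FPKM in LW119, the pig with the highest PCK1. For 3 of them (TCONS_00155707, TCONS_00165259 and TCONS_00118228) LW119 was the only pig above 0, which gives each the same r of 0.997 with PCK1 (exact permutation of pairings, p = 0.167). The other 4 had p values from 0.00833 to 0.0667 by the same exact permutation test. The lncRNAs paired with ADIPOQ or SCD had between 65.1% and 92.6% of their summed FPKM in LW63, with r from 0.976 to 0.982 (exact permutation of pairings, p from 0.00833 to 0.0333). After Benjamini-Hochberg adjustment over the 13 pairs the permutation p lay between 0.0361 and 0.167. The paper selected its pairs by an absolute correlation above 0.95 over these same pigs, out of many possible pairs. High r and low permutation p in these 13 pairs thus follow from that selection and give no separate support. Spearman's rho was between 0.655 and 0.941, with exact permutation p from 0.0167 to 0.333 and adjusted p from 0.0722 to 0.333. Because the 3 S-L pigs tie at 0, rho cannot exceed 0.941 in these pairs. Without the pig that carries each lncRNA, 1 of the 13 pairs kept an r above 0.95, namely TCONS_00006979 with PCK1 at 0.953, and 3 had no defined r. Without the 2 pigs farthest from the median of the lncRNA, none of the 13 pairs had an r above 0.95 and 7 had no defined r. The relation at this threshold rests on those pigs, and since each lncRNA was above 0 in at most 3 pigs, at most 1 pig above 0 was then left. When deviations from the group means were correlated in place of the values, r was between 0.967 and 0.9996. The deviations of the lncRNAs are 0 in every S-L pig, so this r rests on the 3 S-H pigs. Since 1 of these carries most of each lncRNA, the r gives no separate support. On log2(FPKM + 0.1), 3 of the 13 pairs had an r above 0.95. Among all 6931 lncRNAs above 0, 381 had an r above 0.95 with PCK1, 275 with ADIPOQ and 59 with SCD.

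**Figure D1:**
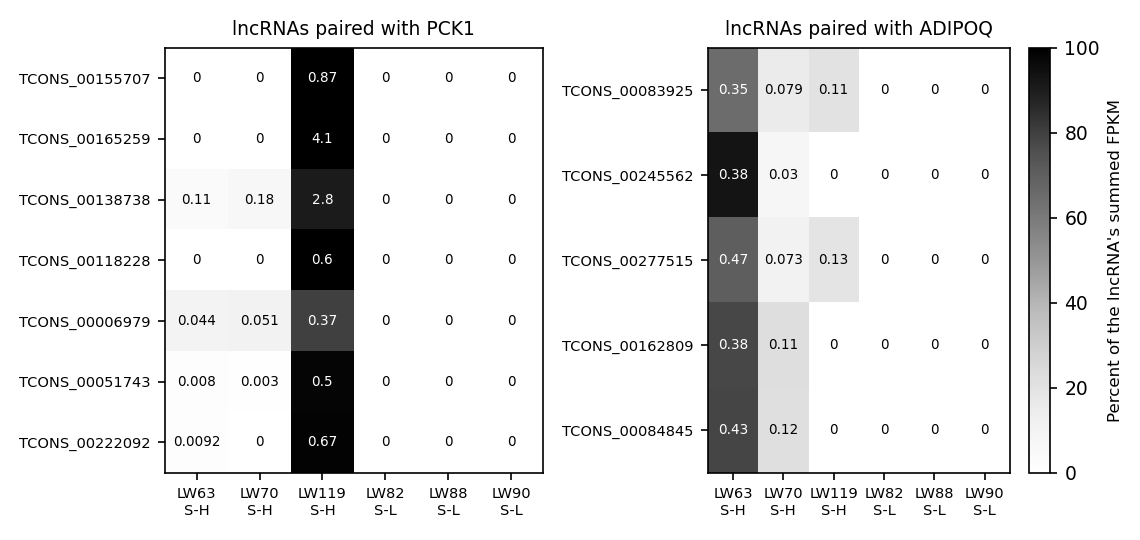
FPKM (numbers in the cells) of the 12 lncRNAs in each of the 6 pigs, in 2 panels for the lncRNAs paired with PCK1 and with ADIPOQ, where TCONS_00083925 is also paired with SCD. The shade of a cell gives the percent of the lncRNA's summed FPKM found in that pig, and the dark cells lie in LW119 for PCK1 and in LW63 for ADIPOQ, while the S-L pigs are at 0.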

Meanwhile, 12 DELs exhibited a positive relationship with the three genes (Figure 4). These three genes are highly likely to be the target genes of DELs, which requires further investigation.

### 3.7. CircRNA Functional Predictions

Previous studies have shown that circRNAs can act as miRNA sponges, thereby affecting the expression of miRNA target genes. Therefore, miRNA-circRNA binding sites analysis is helpful to further study the function of circRNAs.

DECs whose source genes were related adipogenesis were selected to carry out miRNA-circRNA binding sites analysis by miRanda software, including *circ_0025102*, *circ_0013721*, *circ_0009059* and so on. A basic source gene-circRNA-miRNA connective network was constructed (Figure 5), which can provide a reference for subsequent studies on the function of these DECs. The results showed that there were 82 potential interactions between above-mentioned DECs and 77 miRNAs.

### 3.8. Validation of DEGs and DELs

In order to technically validate the data generated by sequencing, we randomly selected several differentially expressed genes for quantitative verification, primers of three genes (Table S13 of Supplementary File S1) were designed, and validated by RT-qPCR using 18S as the reference gene. 

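In the sequencing data, PLIN1 (chromosome 7, 55235426 to 55250797 of Sus scrofa 11.1) had 33.8 ± 20.0 FPKM (SD, n = 3) in S-H and 8.12 ± 4.23 FPKM (SD, n = 3) in S-L, and the lowest S-H pig (21.2 FPKM in LW119) was above the highest S-L pig (12.4 FPKM in LW82). The log2 fold change was 2.04 (standard error 0.47), with an unadjusted p of 0.00145 and a Benjamini-Hochberg adjusted p of 0.463 from limma. With each pig left out in turn the log2 fold change stayed between 1.59 and 2.41 and PLIN1 passed the thresholds in all 6 fits. The lncRNA TCONS_00165259 (chromosome 3, 24161670 to 24229022), which overlaps PDZD9 on the sense strand by its name, had 4.14 FPKM in LW119 and was listed at 0 in the other 5 pigs. The lncRNA TCONS_00051743 (chromosome 12, 34981508 to 35082293), named for its overlap with RAD51C, had 0.505 FPKM in LW119, 0.0080 FPKM in LW63 and 0.0030 FPKM in LW70, and was listed at 0 in the 3 S-L pigs. TCONS_00165259 did not pass the thresholds (log2 fold change 1.80, standard error 1.26, adjusted p of 0.876 from limma), and TCONS_00051743 was below the minimum mean for testing. The RT-qPCR values were not analysed here.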

As demonstrated in Figure 6, RT-qPCR results of the two DELs (*TCONS-00165259* and *TCONS-00051743*) and one DEGs (*PLIN1*) were consistent with the sequencing data (Figure 6). This result demonstrated the high reliability and accuracy of RNA-seq gene expression data in this study.

## 4. Discussion

Pork is one of the most widely consumed meats in the world [28]. IMF content is an important indicator for pork quality evaluation, such as tenderness, flavor, and juiciness [29,30,31]. In animal production, we found that the range of measured IMF content of longissimus dorsi muscle derived from Laiwu pigs was large. Therefore, transcriptome analysis of extremely high and low IMF content comparison groups is suitable for identifying the novel candidate genes affecting IMF content.

In this study, we compared the expression profile of mRNAs, lncRNAs and circRNAs in LD muscles between Laiwu pigs with extremely high and low IMF content (S-H and S-L) through RNA-seq technology. A number of differentially protein-coding genes were detected to be differentially expressed in LD muscles with different IMF content, and identified DEGs are associated with normal physiological cell processes, including lipid metabolic process, cellular lipid metabolic process, negative regulation of cell migration, and adipogenesis pathways, including PPAR signaling pathway, AMPK signaling pathway and metabolic pathway. Many DEGs were reported to regulate adipogenesis or enriched in lipid metabolism-related pathways, such as *SCD*, fatty acid binding protein 4 (*FABP4*), *PLIN1*, Acetyl-CoA acyltransferase 1 (*ACAA1*), *ADIPOQ*, *PCK1*, and Peroxisome proliferator activated receptor γ (*PPARG*). 

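ACAA1 (chromosome 13, 22964875 to 23020143 of Sus scrofa 11.1) had 7.57 ± 5.23 FPKM (SD, n = 3) in S-H and 2.63 ± 0.972 FPKM (SD, n = 3) in S-L. Its log2 fold change of 1.35 (standard error 0.46) had an unadjusted p of 0.0145 and an adjusted p of 0.581 from limma. PPARG (chromosome 13, 68302655 to 68433947) had 7.51 ± 4.63 FPKM (SD, n = 3) in S-H and 3.11 ± 0.815 FPKM (SD, n = 3) in S-L. Its log2 fold change was 1.11 (standard error 0.41, unadjusted p of 0.0223 and the same adjusted p from limma). In both genes LW63 was the highest pig, at 13.6 FPKM of ACAA1 and 12.8 FPKM of PPARG, and neither gene passed the thresholds of the test. All 7 genes named by the paper were higher in every S-H pig than in every S-L pig, and 4 of them, SCD, FABP4, PLIN1 and ADIPOQ, passed the thresholds. The adjusted p of the 7 genes over all tested genes lay between 0.463 and 0.581 (limma with Benjamini-Hochberg adjustment). Adjusted over the 7 genes alone, all 7 were below 0.05, which shows no stability because the list is the paper's own selection from these pigs. The paper states from earlier reports and its enrichment results that such DEGs regulate adipogenesis or belong to pathways of lipid metabolism.

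**Figure D2:**
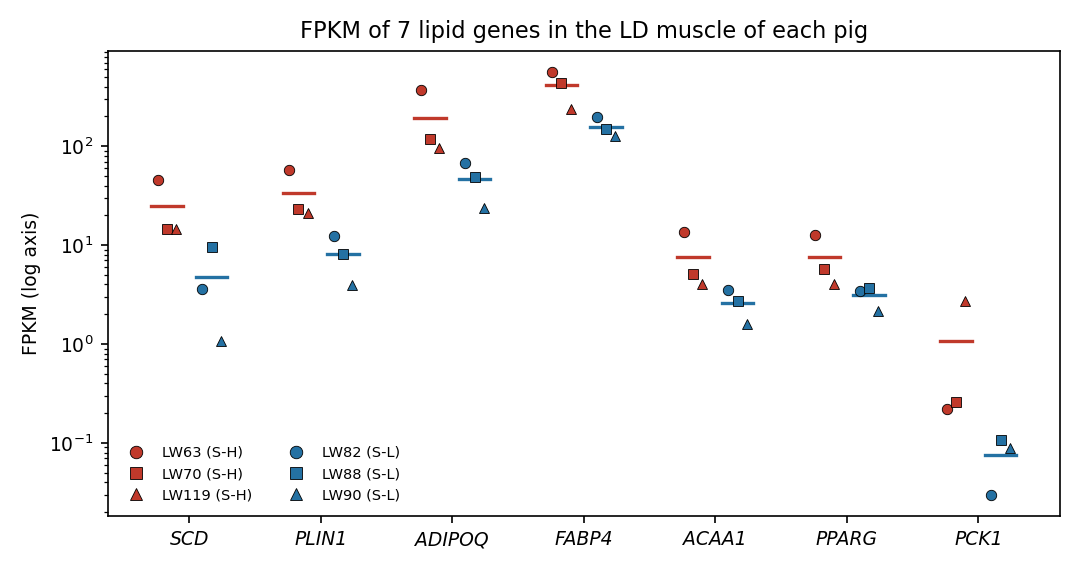
FPKM on a log axis of 7 genes in the LD muscle of each of the 3 S-H pigs (red) and 3 S-L pigs (blue), with a horizontal line at the mean of each group. Every red point lies above every blue point of the same gene, and LW63 is the highest S-H pig for all genes except PCK1.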

For instance, *SCD* is a candidate key gene regulating IMF deposition, and has been reported to be critical for forming lipid droplets of 3T3-L1 adipocytes [28,32,33]. Lipid transporter *FABP4* acts as a fatty acids chaperone, which couples intracellular lipids to biological targets and signaling pathways, and extracellular *FABP4* can increase intracellular lipid accumulation [34,35].

Besides, *ACAA1* and *PLIN1* also play an important role in regulating IMF deposition. *ACAA1* is an important regulator of lipid metabolism and plays an essential role in fatty acid oxidation and lipid metabolism. Wang’s study findings revealed that *ACAA1* is closely associated with the PPAR signaling and fatty acid metabolism pathways, which are involved in fat deposition in sheep [36]. *PLIN1*, an adipose differentiation-related protein, is involved in the regulation of IMF content in pigs. It has been reported that the expression level of *PLIN1* was significantly higher in the high IMF content group when compared with the low IMF content group, and expression was increased during adipocyte differentiation [37]. 

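FABP4 (chromosome 4, 55096404 to 55101897 of Sus scrofa 11.1) was among the most strongly expressed genes, ranking 121 among the 12742 tested protein-coding genes by mean FPKM. It had 413.5 ± 163.9 FPKM (SD, n = 3) in S-H and 157.7 ± 35.5 FPKM (SD, n = 3) in S-L, and the lowest S-H pig (238.9 FPKM in LW119) was above the highest S-L pig (196.4 FPKM in LW82). Its log2 fold change was 1.33 (standard error 0.35), with an unadjusted p of 0.00338 and a Benjamini-Hochberg adjusted p of 0.540 from limma. With each pig left out in turn, the log2 fold change of FABP4 stayed between 1.06 and 1.68 and that of SCD between 1.83 and 3.36. FABP4 no longer passed the thresholds in 4 of these 6 fits and SCD in 3 of them. PLIN1 ranked 1566 and SCD 2185 among the tested genes by mean FPKM.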

In our study, *SCD*, *PLIN1*, and *FABP4* were all highly expressed in Laiwu pigs with high IMF content (S-H), which were highly consistent with previous reports.

In recent years, a large number of studies have shown that lncRNA plays a significant role in fat deposition. For instance, IMFNCR acts as a ceRNA to sequester miR-128-3p and miR-27b-3p, leading to heightened *PPARG* expression, and thus promotes intramuscular adipocyte differentiation [38]. Besides, lncRNA, Gm15290 sponges miR-27b to increase fat deposition and body weight in mice [39]. Therefore, lncRNA has attracted our attention. Studies have demonstrated that lncRNAs significantly influence gene regulation in cis [40,41,42]. lncRNA genes preferentially cooperate with protein-coding genes within the nearby ~100 kb region. Thus, the nearest neighboring protein-coding genes may contribute to interpreting lncRNA functions [43,44,45]. Besides, co-expression analysis was used to predict distant target genes. We explored the DELs function through GO and KEGG pathway analyses of their potential target genes, and observed that some target genes participated in some lipid metabolism-related BP terms or pathways, including positive regulation of fatty acid metabolic process, PPAR signaling pathway [46], Jak-STAT signaling pathway [27]. Thus, we speculate that some lncRNAs may participate in IMF deposition or adipogenesis by regulating their target genes.

In the meantime, we further performed expression regulation analysis between target genes and DELs enriched in IMF deposition-related pathways, and found that 12 DELs were strongly correlated with three DEGs related to IMF deposition, including *PCK1*, *SCD*, and *ADIPOQ* (Figure 4). It has been reported that *PCK1* promotes lipid accumulation in buffalo intramuscular adipocytes, which indicate the important role of *PCK1* in buffalo IMF deposition, and *PCK1* is a key gene of PPAR signaling pathway [47]. Some important candidate DELs, such as *TCON_00165259* and *TCON_00138738*, have high expression levels in our data and can target *PCK1*, could be considered as key candidate genes affecting IMF deposition in pigs. 

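By mean FPKM over the 6 pigs, TCONS_00165259 ranked 958 and TCONS_00138738 ranked 1354 among the 6931 lncRNAs above 0, at the 86.2 and 80.5 percentiles. The mean was 0.690 FPKM for TCONS_00165259, all of it from LW119. TCONS_00138738 (chromosome 18, 19575423 to 19582282 of Sus scrofa 11.1) had a mean of 0.508 FPKM, from 2.76 FPKM in LW119, 0.180 FPKM in LW70 and 0.109 FPKM in LW63, and was listed at 0 in the 3 S-L pigs. Its log2 fold change of 2.46 (standard error 0.91) had an unadjusted p of 0.0194 and an adjusted p of 0.590 from limma. The other 10 lncRNAs of Figure 4 lay between the 15.9 and 38.0 percentiles of the 6931 lncRNAs. The paper reasons from the expression of these 2 lncRNAs and their pairing with PCK1, and it proposes them as candidates affecting IMF deposition.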

Besides, *SCD* and *ADIPOQ* are also pivotal genes that have been reported to affect adipogenesis [33,48]. The results suggest that these lncRNAs might influence IMF deposition by regulating their target genes.

Previous studies have shown that circRNAs are recognizable based on back-spliced reads in rRNA depleted RNA sequence data [49,50,51]. Meanwhile, a growing number of studies have found that circRNAs also play an important role in fat deposition. For example, circ-PLXAN1 can affect the differentiation of duck adipocytes and participate in fat deposition by binding miR-214 [52]. In addition, sus_circPAPPA2 regulates fat deposition in castrated pigs through the miR-2366/GK Pathway [53]. These studies illustrate the importance of circRNAs. Therefore, circRNAs in the sequencing data were also identified, and miRNA-circRNA binding sites analysis was conducted. Meanwhile, a basic source gene-circRNA-miRNA connective network (Figure 5) was constructed, which can provide a reference for subsequent studies on the function of these DECs. As shown in Figure 5, some of DECs’ target miRNA, such as miR-127, miR-217, and miR-183, have been reported to affect lipid metabolism or adipogenesis [11,54,55]. The results suggestthat circRNAs may be involved in the process of adipogenesis.

## 5. Conclusions

In summary, a genome-wide comparison of the expression profiles of mRNAs, lncRNAs, and circRNAs between S-H and S-L was investigated here. Functional analysis revealed that many mRNAs, lncRNAs, and circRNAs were involved in IMF deposition-related processes. Given that the role of lncRNAs and circRNAs in IMF deposition in pigs has not been fully elucidated, this work provides a valuable resource for further research and helps to understand the potential functions of lncRNAs and circRNAs.

## Figures and Tables

**Figure 1:**
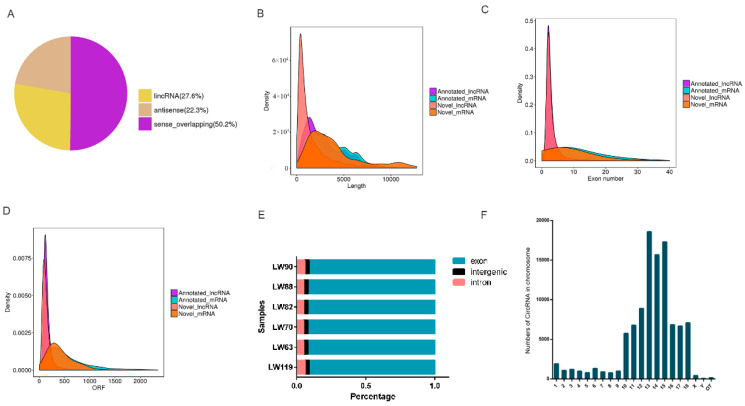
Characteristics of lncRNAs and circRNAs. (**A**) Summary of lncRNA types; (**B**) comparison of transcript size distribution; (**C**) comparison of exon number; (**D**) comparison of ORF length; (**E**) summary of circRNAs types; (**F**) the distribution of circRNA on the genomic location.

**Figure 2:**
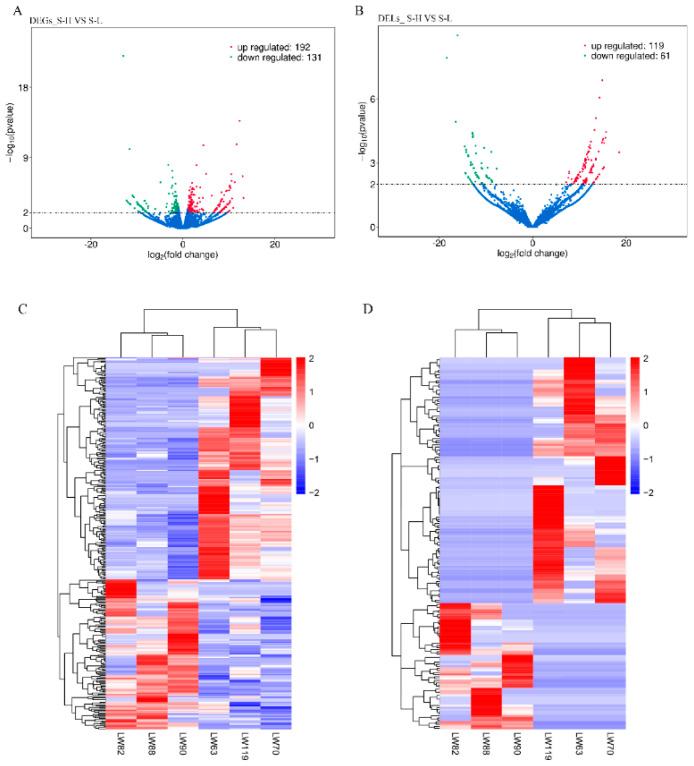
Comparative analysis of DEGs and DELs. (**A**) Volcano plot demonstrating a distinguishable DEGs expression pattern between S-H vs. S-L group. (**B**) Volcano plot demonstrating a distinguishable DELs expression pattern between S-H vs. S-L group. (**C**) Hierarchical clustering dendrogram analysis were conducted with DEGs among six different comparative groups. (**D**) Hierarchical clustering dendrogram analysis were conducted with DELs.

**Figure 3:**
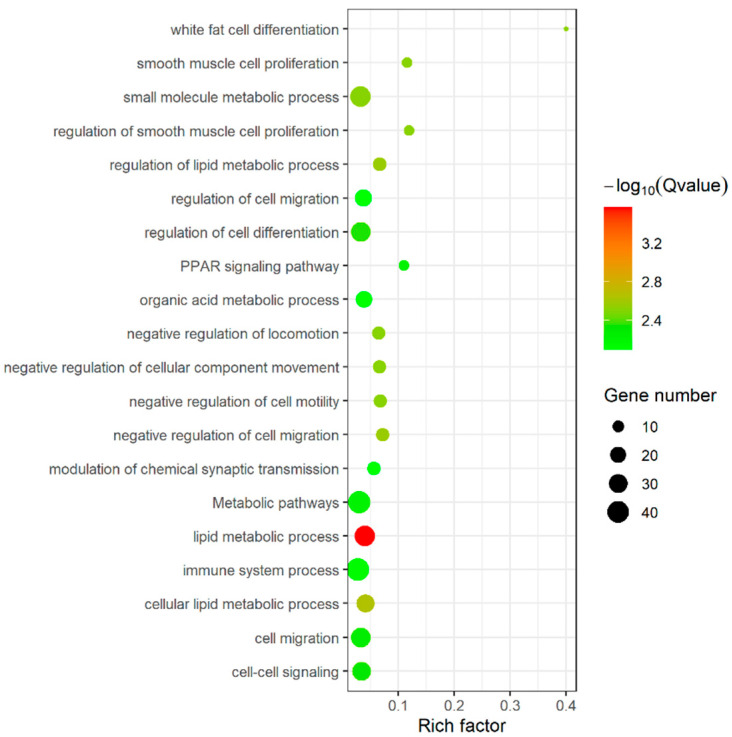
Functional analysis of DEGs: the most enriched top 20 Go terms and KEGG pathways of DEGs.

**Figure 4:**
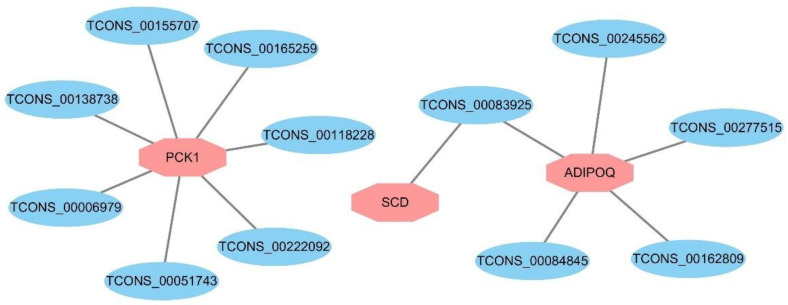
Correlation networks for DELs and their target genes. Rhombuses represent 3 target genes, ellipses represent 12 DELs.

**Figure 5:**
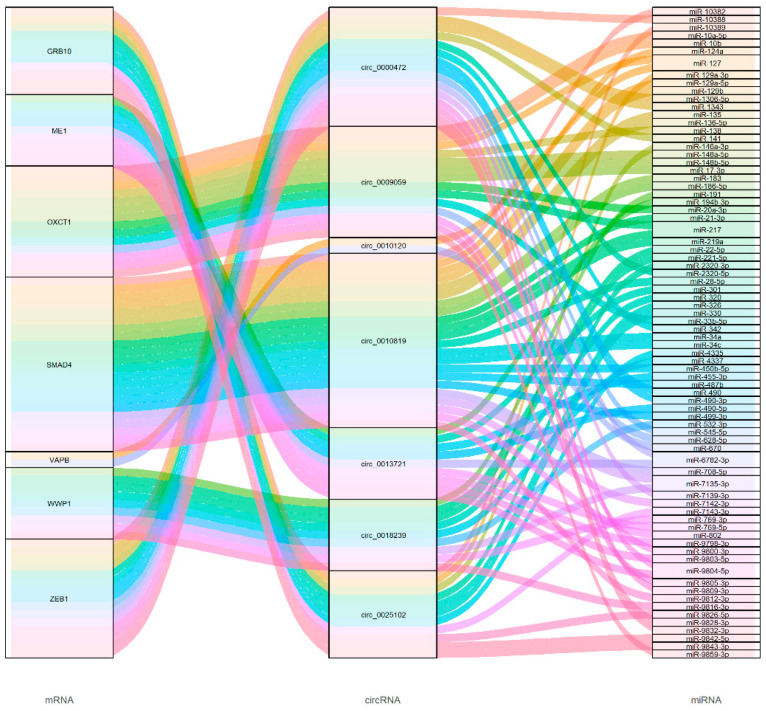
CircRNA network diagram for the source gene, DECs and their target miRNAs. Each rectangle represents a gene, and the connection degree of each gene is visualized based on the size of the rectangle.

**Figure 6:**
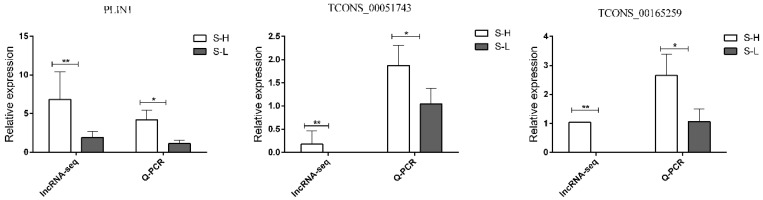
Verification of sequencing data by RT-qPCR. Comparisons of relative expression levels for 1 DEGs and 2 DELs. Comparisons of relative FPKM in the left; comparisons of relative expression levels in the right. * means *p* < 0.05, ** means *p* < 0.01. Since the FPKM values of *TCONS_00051743* and *TCONS_00165259* in the S-L group are 0, so there are no columns in the bar chart.

**Table 1:** Information of samples used in the study.

Group	Samples	Carcass Weight (kg)	Average (kg)	*p* Value of *t*-Test	IMF Content (%)	Average	*p* Value of *t*-Test
High IMF content group	LW63	77.7	74.6	0.1428	18.85	16.66	0.0032
	LW70	71.6			14.38		
	LW119	74.6			16.74		
Low IMF content group	LW82	66.4	70.0		5.90	4.59	
	LW88	72.5			3.39		
	LW90	71.0			4.49		

**Table 2:** Output statistics of sequencing reads.

Samples	Raw Reads	Clean Reads	Error Rate (%)	Total Mapped (%)	Uniquely Mapped (%)	Q20 (%)	Q30 (%)	GC Content (%)
LW119	99403460	97533328	0.02	95.11%	86.22%	98.11	94.66	51.26
W63	86027762	84512732	0.03	94.65%	83.13%	97.97	94.31	53.01
W70	83537954	82059898	0.02	94.67%	84.25%	98.05	94.51	53.27
LW82	89852982	87838194	0.03	94.26%	83.94%	97.88	94.11	51.55
LW88	78555518	77268288	0.02	92.08%	80.88%	97.96	94.39	53.68
LW90	99854922	98262148	0.02	94.72%	84.39%	98.07	94.58	52.47

## Data Availability

The raw data of RNA-seq of the LD muscles of the six Laiwu pigs have been deposited in the National Center for Biotechnology Information Sequence Read Archive with accession No. GSE207279 (Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207279).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes13081349/s1, Figure S1: Differential analysis and functional analysis of DECs. Supplementary File S1: Table S1: Information of samples used in the study. Table S2: Detailed information of protein coding genes. 

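Table S2 lists the FPKM of each protein-coding gene in each of the 6 pigs, which is the sum of the FPKM of the transcripts of that gene. The first 1998 genes of the table were compared with sums of the deposited transcript values. With the values as they stand, 1636 genes had the same sum in all 6 pigs. After the values in TPM were placed on the FPKM scale, the sums of all 1998 genes equalled those of the table.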

Table S3: Detailed information of lncRNA. Table S4: Detailed information of circRNA. Table S5: Detailed information of differentially expressed coding genes (DEGs) detected between high and low IMF content groups. Table S6: Detailed information of differential expression lncRNA (DELs) detected between high and low IMF content groups. Table S7: Detailed information of differential expression circRNA (DECs) detected between high and low IMF content groups. Table S8: Enriched GO terms and KEGG pathways of differential expression protein-coding genes (DEGs) detected between high and low IMF content groups. Table S9: Target genes of differential expression lncRNA (DELs) detected between high and low IMF content groups. Table S10: Target genes of differential expression lncRNA (DELs) detected between high and low IMF content groups. Table S11: Source genes of differential expression circRNA (DECs) detected between high and low IMF content groups. Table S12: Enriched GO terms and KEGG pathways of target genes of differential expression circRNA (DECs) detected between high and low IMF content groups. Table S13: Primers used for RT-qPCR verification.

## Abbreviations

IMF	intramuscular fat
lncRNAs	long noncoding RNAs
circRNAs	circular RNAs
LD	longissimus dorsi
DEGs	differentially expressed protein-coding genes
DELs	differentially expressed lncRNAs
DECs	differentially expressed circRNAs
GO	gene ontology
KEGG	kyoto encyclopedia of genes and genomes
CT	cycle threshold
*SCD*	stearoyl-CoA desaturase
*PCK1*	phosphoenolpyruvate carboxykinase 1
*ADIPOQ*	adiponectin
*FABP4*	fatty acid binding protein 4
*ACAA1*	acetyl-coa acyltransferase 1
*PLIN1*	perilipin 1
*PPARG*	peroxisome proliferator activated receptor γ
PPAR	peroxisome proliferator-activated receptors
AMPK	adenosine 5′-monophosphate (AMP)-activated protein kinase
Jak-STAT	janus kinase-signal transducers and activators of transcription
PI3K/AKT/mTOR	phosphatidylinositol-3-kinase/protein kinase B/mechanistic target of rapamycin

How the deposited data were processed for this re-analysis (not part of the article)

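RNA from the LD muscle of 3 S-H pigs (LW63, LW70 and LW119) and 3 S-L pigs (LW82, LW88 and LW90) was sequenced, with 1 library per pig, and each pig was 1 replicate. As the paper describes, the authors prepared strand-specific libraries depleted of ribosomal RNA, filtered the reads, aligned them to Sus scrofa 11.1 with Hisat2 and assembled and quantified transcripts with StringTie. They screened the assembled transcripts for lncRNAs by exon number, length and coding potential. The deposited values are FPKM computed by the authors for each transcript and pig, except that the Ensembl transcripts without a symbol are in TPM. This was found from the values, because the gene sums of the paper's Table S2 are reached only when those transcripts are multiplied by 1 factor per pig. All TPM values were converted to FPKM in this way. No scaling between libraries is stated, and none was added in the main setting.

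Read counts were not used here, so the depth behind single values is unknown, and no intervals for counting error are given. The paper's Table 2 gives between 77268288 and 98262148 clean reads per library. Precision is given by the spread between the 3 pigs of each group.

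Gene expression was the sum of the FPKM of the transcripts of a gene. The type of a gene was taken from the RefSeq annotation of the same assembly, by symbol for 14189 genes and by a reciprocal overlap of at least 50% for 4391 genes, and 17087 of these genes were protein-coding. Genes, transcripts and lncRNAs with a mean of at least 0.1 FPKM over the 6 pigs were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with a variance trend, for S-H against S-L. A gene or transcript passed at an unadjusted p below 0.01 and an absolute log2 fold change of at least 1, the paper's thresholds. Benjamini-Hochberg adjusted p values from limma are given beside the calls. The paper's own tests used edgeR.

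Single values were compared by exact two-sided permutation tests, for which 0.10 is the smallest p with 3 pigs against 3. Gene lists written from general knowledge were scored as the mean of log2(FPKM + 0.1) and compared with 10000 random lists of the same size matched on mean expression. The PPAR signaling pathway list was compared with the genes that passed by a one-sided Fisher's exact test over the tested genes with a symbol. Pigs were clustered on z scores with Euclidean distance and complete linkage, since the paper's text does not name a distance or linkage. Correlations over the 6 pigs were tested by exact permutation of the 720 pairings. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

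The genes named were every gene and lncRNA that the paper names from its sequencing, apart from circRNAs. To these were added the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes that passed, had a symbol and had no overlap between the groups. This rule, the lists, the limma, Fisher's exact, list, clustering and pair correlation tests and the alternatives were set before the data were examined, apart from 4 alternatives. The co-expression and co-location of all lncRNAs and the clustering of other splits of the pigs were added after the data were examined, with the permutation of the pigs for co-expression decided on before its result was seen. The closing section says which of its own tests were chosen after the results were seen. The 4 alternatives chosen after seeing the data were the values exactly as deposited, TPM without the RNAs of the signal recognition particle, RNase P and RNase MRP, and co-expression of the lncRNAs on the log2 scale or by Spearman's rho.

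The limma fit was tested on simulated data with 200 changed genes among 12742. It recovered 189 of them (94.5%) at the thresholds used, and 157 of them at an adjusted p below 0.05, and 76 of the 12542 unchanged genes passed (0.606%). For lncRNAs it recovered 121 of 200 (60.5%), 57 of them at an adjusted p below 0.05, and 49 of 4940 unchanged lncRNAs passed. For transcripts it recovered 126 of 200 (63%), 1 of them at an adjusted p below 0.05, and 476 of 40136 unchanged transcripts passed (1.19%). In that simulation 40331 transcripts were tested, so the changed and unchanged transcripts include a few that were not tested. All simulated changes were larger than the log2 fold changes of FABP4 (1.33) and PPARG (1.11), so the recovered shares do not apply to changes of that size. The noise was drawn independently for each gene. The shares of unchanged genes that passed therefore do not apply to real genes, which vary together across pigs.

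The other settings tried were a pseudocount of 1 or 0.01, no minimum or a mean of at least 1 FPKM, TPM, median-ratio size factors, quantile normalization, limma without a trend or with a robust variance, IMF content as a continuous variable, carcass weight or GC content as a covariate, the transcript with the highest mean in place of the sum, all annotated genes, adjusted p values, other clustering choices and each pig left out in turn. No paired test was possible, because the pigs of the 2 groups are different animals without pairs. CircRNAs, RT-qPCR values and GO and KEGG enrichment were not analysed here.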

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

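The tests of the transcripts and of the loci and sources of the scaffold lncRNAs described here were chosen only after the results were seen.

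A difference appeared in genes that the paper does not discuss. By the rule for named genes, the 5 largest increases in S-H among genes without overlap between the groups were SPP1 (log2 fold change 4.53), LARP6 (3.77), LGALS12 (3.68), KLB (2.95) and S100A12 (2.66). The 5 largest decreases were ACBD7 (-2.95), PVALB (-2.92), FAM13A (-2.54), PNCK (-2.31) and MIXL1 (-2.27). SPP1 had 79.7 ± 54.1 FPKM (SD, n = 3) in S-H and 6.04 ± 8.57 FPKM (SD, n = 3) in S-L. KLB had 6.30 ± 2.01 FPKM (SD, n = 3) in S-H and 0.762 ± 0.359 FPKM (SD, n = 3) in S-L. FAM13A had 4.18 ± 2.31 FPKM (SD, n = 3) in S-H and 24.1 ± 12.9 FPKM (SD, n = 3) in S-L. LARP6 was listed at 0 in the 3 S-L pigs and had 0.694 FPKM in LW63, 2.06 FPKM in LW70 and 1.38 FPKM in LW119. ACBD7 and MIXL1 were listed at 0 in the 3 S-H pigs and had 0.469 to 0.993 FPKM and 0.317 to 0.520 FPKM in the S-L pigs. The adjusted p of these 10 genes lay between 0.0761 for LARP6 and 0.548 for PVALB (limma with Benjamini-Hochberg adjustment). No overlap between the groups was part of their selection, and it held for 14.8% of all tested genes where chance gives 10%.

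Scaling of the libraries was tested as an explanation for these 10 genes, because short structural RNAs take a different share of the summed FPKM of each library. With quantile normalization, which brought the median log2 fold change of all genes from 0.21 to -0.01, 10 of the 10 genes still passed, and 10 also passed with median-ratio size factors. Genes chosen for large changes were bound to pass after so small a shift, so their passing shows no stability. The shift itself is small beside their changes, which go in both directions, so scaling does not account for the size of these changes. The grouping of the pigs was tested by counting genes with a symbol that passed without overlap at an absolute log2 fold change of at least 2. The real groups gave 28 such genes and another split gave 29, so that 2 of the 10 splits of the 6 pigs gave as many. The difference therefore cannot be told apart from a split of pigs that does not follow IMF content. A biological explanation by IMF content remains a hypothesis. LGALS12 and KLB passed in all 22 alternatives in which they were tested and LARP6 in all 21, while PVALB passed in 15 of 22. With carcass weight as a covariate, SPP1 (log2 fold change 2.88, unadjusted p of 0.0321 from limma) did not pass. Nor did S100A12 (1.78, unadjusted p of 0.0329 from limma), and the rest of the 10 genes passed.

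At the transcript level, which the paper does not report, 34 transcripts had a Benjamini-Hochberg adjusted p below 0.05 (limma), 22 higher and 12 lower in S-H. With carcass weight as a covariate and with IMF content as a continuous variable, 0 transcripts did, against 1822 and 2376 with an unadjusted p below 0.05, and in the other settings tried between 11 and 63 did. Among them, 21 were listed at 0 in all 3 pigs of a group. All 34 came from genes with several transcripts, and 30 came from a tested gene. The genes of only 2 of these 30 (6.67%) passed in the same direction. The median absolute log2 fold change was 5.61 for the 30 transcripts and 0.34 for their genes. For example, chosen after its values were seen, CAPN3-202 had 41.2 to 113.5 FPKM in the S-H pigs and was listed at 0 in the S-L pigs, while the log2 fold change of CAPN3 was -0.04. A candidate explanation is that the same reads were assigned to one transcript of a gene in some pigs and to another transcript in other pigs. Of the 10 splits of the pigs, 5 gave at least 34 such transcripts, with up to 45. The groups are thus not needed to obtain this many, and a difference in splicing between the groups was not tested apart from this.

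Of the 56 lncRNAs that passed and were lower in S-H, 23 (41.1%) lie on scaffolds not placed on a chromosome, where 3.85% of the tested lncRNAs lie. Of the 41 higher lncRNAs, 3 lie there. The paper does not discuss these 23 lncRNAs. They form 8 separate loci on 7 scaffolds, so they are not 23 independent observations. On the scaffold with the most of them, which holds 11, the summed lncRNA FPKM was 1.03, 7.78 and 1.65 in LW63, LW70 and LW119 and 20.4, 21.9 and 15.8 in LW82, LW88 and LW90. With TPM, with median-ratio size factors and with quantile normalization, 23 of the 23 were lower in S-H. The median correlation between scaffolds of the deviations of the pigs from their group means was 0.679, which may reflect a single source measured on several scaffolds, such as a sequence that varies between pigs. The real groups gave 26 lncRNAs on such scaffolds and the other splits at most 6, so that 1 of the 10 splits gave as many, the lowest share 10 splits allow. Genotypes were not analysed here, and a difference in IMF content cannot be told apart from inherited differences between these 6 pigs.

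Among the 503 transcripts that passed the unadjusted thresholds, 100 were assembled from these reads without being classed as lncRNAs, a set that the paper does not report on. No explanation was tested for these 100 transcripts separately.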

How the results depend on the processing

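The 173 genes that passed in the main setting became 77 with a pseudocount of 1, 110 with carcass weight as a covariate and 0 with adjusted p values, against 1039 genes with an unadjusted p below 0.05 (limma). In the other settings, between 0 and 9 genes passed with adjusted p values. With each pig left out in turn, from 86 to 261 genes passed. The 503 transcripts became 227 with a pseudocount of 1, 181 with a mean of at least 1 FPKM and 34 with adjusted p values, and from 513 to 648 across the 6 fits that each left out a pig. The 97 lncRNAs became 16 with a pseudocount of 1, 11 with a mean of at least 1 FPKM, 43 with carcass weight and 2 with adjusted p values, and from 54 to 106 across the fits that left out a pig. With carcass weight, 42 of the 173 genes were among those that passed.

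Of the genes that passed, 86.1% were higher in S-H in the main setting, 94.5% with TPM, 63.8% with median-ratio size factors, 52.7% with quantile normalization and 70.2% with TPM without 3 families of structural RNAs, the last chosen after seeing the data. With carcass weight it was 66.4%. For transcripts the share was 60.2% in the main setting, 68.2% with TPM, 48.5% with size factors and 50.1% with quantile normalization. For lncRNAs it was 42.3% in the main setting, 53.9% with TPM, 45.5% with quantile normalization and 24.8% with size factors. With carcass weight the share for lncRNAs was 60.5%.

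The odds ratio of the PPAR signaling pathway genes, 9.67 in the main setting, was 17.6 with a pseudocount of 1 and 12.5 with IMF content as a continuous variable. It was 3.89 with quantile normalization (one-sided Fisher's exact test, p = 0.10) and 2.18 with carcass weight (p = 0.374, the same exact test). With each pig left out it ranged from 2.94 without LW90 (p = 0.294, the same exact test) to 8.59 without LW119. Without any pig other than LW90, p was at most 0.015 by this test, which treats genes as independent. The difference in the adipocyte marker score stayed between 0.91 and 1.43 in those fits. Of the 7 genes the paper discusses, 4 passed in the main setting, 2 with quantile normalization, 2 with the transcript of highest mean, 0 with carcass weight, and from 1 to 6 with each pig left out. All 7 were higher in S-H in each of the 146 alternative fits of these genes, in 20 of which a gene no longer passed and in 7 of which a gene passed that did not in the main setting. Their groups do not overlap, so leaving out a pig could not reverse the direction. Changing only the filter or the variance model leaves the fold change as it was. The shared direction therefore shows little about stability.

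On all tested genes, the number of pigs placed with their group by clustering was 3 of 6 in the main setting, 4 with average linkage on 1 minus the Pearson correlation and 5 with the 1000 genes of largest variance. Of the 13 pairs of lncRNAs and genes, 13 had an r above 0.95 in the main setting, 3 on log2(FPKM + 0.1) and 0 by Spearman's rho, which ties at 0 limit to 0.94, and from 7 to 13 with each pig left out.

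Direction reversed for GRB10 with carcass weight (0.076), ME1 (-2.35) and OXCT1 (-2.50) with the transcript of highest mean, SMAD4 with size factors (-0.046) and carcass weight (-0.024), and VAPB with TPM (0.11) and carcass weight (0.017). With each pig left out, VAPB ranged from -0.097 to 0.091, the immediate-early list score from -0.41 to 0.078 and the oxidative phosphorylation list score from -0.045 to 0.58. None of these genes passed in the main setting. Over the results that answer no comparison of their own (single genes, pairs, lists other than the adipocyte markers, co-expression and the other clusterings), 732 values kept direction and side of the threshold, 66 were weaker, 7 stronger, 5 moved and 11 reversed. The cause was not tested for these changes. FPKM without counts limits what can be said of weakly expressed genes such as PCK1, whose values near 0 depend on the pseudocount.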

Differences from the paper's values

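The paper's number of DEGs is 323, and 173 protein-coding genes passed here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with TPM (253 genes) and without LW70 (255), LW119 (225), LW82 (261) or LW88 (217). The other 16 alternatives differed by more. The paper shows about 130 DEGs lower in S-H in Fig. 2A, read by eye, and 24 were lower here. None of the 21 alternatives set before the data were examined closed this gap.

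The paper's number of DELs is 180, and 97 lncRNAs passed here. The paper shows about 120 DELs higher in S-H in Fig. 2B, read by eye, and 41 were higher here. None of the 19 alternatives set before the data were examined closed either gap.

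The paper's number of co-expression target genes of DELs is 1243, and 2468 genes had an absolute r above 0.95 with a lncRNA that passed here. The paper's number of co-location target genes is 733, and 197 genes lay within 100 kb of these lncRNAs. No alternative for these numbers was set before the data were examined, and for co-expression those chosen after seeing the values gave 2084 genes on the log2 scale and 2180 by Spearman's rho.

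The paper lists ACAA1, PPARG and PCK1 as DEGs. Here their unadjusted p from limma was 0.0145, 0.0223 and 0.0234, which did not pass. ACAA1 and PPARG passed with TPM, with IMF content as a continuous variable and without LW119, and PCK1 passed without LW63. The paper lists the 12 lncRNAs of Figure 4 as DELs. In the main setting 6 of them were below the minimum mean for testing, and the 6 that were tested did not pass. TCONS_00138738 (log2 fold change 2.46) passed with a pseudocount of 0.01 and without LW63, and the other 11 passed in none of the alternatives in which they were tested.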

Other observations

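The tests described here were chosen only after the results were seen, except those of the pairs with ADIPOQ and SCD, of chance co-expression and of fat cells.

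The 6 pigs can be split into 3 and 3 in 10 ways. In 3 of the 10 splits, the real one included, at least 173 genes passed, and the largest number was 196 with LW63, LW70 and LW82 against the rest. For transcripts and lncRNAs, 1 of the 10 splits gave as many as the real groups (503 and 97), and the next were 476 and 72. At the unadjusted thresholds, the number of genes was thus reached by other groupings of the pigs, and those of transcripts and lncRNAs were not. With an adjusted p below 0.05 (limma), the real groups gave 34 transcripts and 2 lncRNAs, and other splits up to 45 and 5. Of the 97 lncRNAs, 26 lie on scaffolds not placed on a chromosome, where the other splits gave at most 6. With 10 splits the share cannot be below 0.10, so the design is too small to exclude chance for any of these numbers.

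More genes passed with higher than with lower expression in S-H. With median-ratio size factors, 63.83% of the genes that passed were higher, against 86.13% in the main setting. With TPM it was 94.47%. Size factors bring the median log2 fold change of all genes close to 0, from 0.21 to 0.04, and a lower share follows from this centring. The excess cannot be told apart from a difference in the scaling of the libraries, and the source of that difference is not settled here.

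For the lncRNAs of Figure 4, 1 of the 7 pairs with PCK1 kept an r above 0.95 without LW119, the pig with the highest PCK1, and r was undefined for 3 pairs. The defined values were 0.953 for TCONS_00006979, 0.945 for TCONS_00138738, 0.733 for TCONS_00051743 and 0.454 for TCONS_00222092. Of the 6 pairs with ADIPOQ or SCD, 0 kept an r above 0.95 without LW63, the pig with the highest ADIPOQ. A correlation at this threshold may thus reflect a single pig in which both the lncRNA and the gene were high. Of 6645 lncRNAs with a mean of at least 0.02 FPKM, 923 had at least 80% of their summed FPKM in 1 pig, and LW119 was that pig for 223 of them. Over all genes, 7037 pairs with lncRNAs that passed had an absolute r above 0.95, and permuting the pigs of the lncRNAs gave 4692.5 pairs on average. Many of the co-expressed pairs could therefore be chance correlations over 6 pigs.

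Fat cells within the muscle sample are a candidate source of the higher expression of the 7 genes that the paper discusses. All 16 tested genes of the adipocyte marker list were higher in S-H, with a score of 4.89 ± 0.55 (SD, n = 3) against 3.67 ± 0.37 (SD, n = 3) on the log2 scale (exact two-sided permutation test, p = 0.10, adjusted p = 0.275 over 11 lists). The median log2 fold change of the 7 genes was 1.90. After subtraction of the difference in the score of the 12 other markers, 1.10, it was 0.80 (0.7968). It ranged from 0.01 for PPARG to 1.52 for SCD. The same value was subtracted from every gene, so this compares the sizes of the differences and does not show that the 7 genes follow the markers from pig to pig. More fat cells in muscle with more IMF could add to the difference, and a change within cells was not separated from this. With carcass weight as a covariate the median was 1.61 (1.6124), although 0 of the 7 genes then passed. With quantile normalization it was 1.68 (1.6803), with the 7 genes between 0.91 and 2.44, so scaling does not account for most of the difference.

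Of the lists of muscle fibre genes, 11 of 11 tested slow fibre genes were higher and 0 of 11 tested fast fibre genes were higher in S-H, with median log2 fold changes of 0.51 and -0.53. The paper does not report fibre types. The slow minus fast score was -0.72, -0.64 and -0.85 in LW63, LW70 and LW119 and -1.30, -2.48 and -2.97 in LW82, LW88 and LW90 (exact two-sided permutation test, p = 0.10). Its difference of 1.513 between the groups does not depend on a single scaling factor per library, which cancels in it. Of the 10 splits, only the real 1 gave as large a difference, and since 10 splits cannot give a lower share, the design is too small to exclude chance. A candidate explanation is a different share of fibre types in the sampled muscle, and this was not tested further.

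The source genes of circRNAs in Figure 5 differed little in their own expression, with log2 fold changes between -0.38 for ZEB1 and 0.43 for ME1, and none of them passed.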
